A study of Mus musculus with 12 samples. Its data were reported in "Paternal hypercholesterolemia elicits sex-specific exacerbation of atherosclerosis in offspring" (2024).

How the data were processed

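Small RNA was sequenced from the sperm of male mice lacking the LDL receptor, the receptor that clears cholesterol-carrying particles from blood, after 9 weeks on a low cholesterol diet (LCD) or a high cholesterol diet (HCD) begun at 3 weeks of age. Per the labels, RNA of 15 to 50 nt was excised from a gel and made into libraries with a commercial small RNA kit. PANDORA-seq libraries came from RNA treated with T4 polynucleotide kinase, which repairs fragment ends, and AlkB, which removes methyl groups from bases. Traditional libraries came from untreated RNA. The labels place the 12 libraries in 4 groups of 3 (LCD traditional, LCD PANDORA-seq, HCD traditional, HCD PANDORA-seq). The study speaks of biological replicates, but neither it nor the labels say whether the 3 libraries of a group come from separate animals, so every p-value measures only the spread between libraries.

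The deposited files give, for each library, the raw read count of every distinct sequence, which the authors obtained by removing adapters and collapsing identical reads. The values were whole numbers, were not normalised, and belonged to sequences of 15 to 45 nt. The authors named the mm10 build and annotated with SPORTS1.1, allowing 1 mismatch, but the deposited counts carry no RNA class, gene or position. Each sequence was therefore assigned anew. The 12 libraries held 12208876 to 25603442 reads each, and reads amplified by PCR without molecular identifiers are not independent molecules, so the intervals and floors given here cover counting error only. Shares in single libraries carry 95% Wilson intervals, and the widest interval of a miRNA share of all reads spanned 0.0313 percentage points.

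The reference was built from GENCODE transcripts of the mouse, 54 mature nuclear tRNA sequences of 47 isoacceptors, and ribosomal RNAs assembled from the reads. The nuclear tRNA sequences were written by hand and kept where at least 6 acceptor stem pairs formed, the length occurred among annotated genes of the isoacceptor or the gene is spliced, and at least 10 reads covered a word at one end. GENCODE transcripts supplied 22 mitochondrial tRNAs, 1169 miRNA hairpins, 2 Y RNAs, 1558 snoRNAs and scaRNAs, 1383 snRNAs, 589 other small RNAs and both mitochondrial rRNAs, while 19 hairpins sharing 20 nt with an rRNA or tRNA were left out. The annotation holds no complete nuclear rRNA, so these were extended from seed sequences through words of 20 nt seen in at least 3 reads. This gave 1871 nt for 18S, 157 nt for 5.8S, 4719 nt for 28S and 120 nt for 5S. Of their words of 30 nt, 86.0% of those of 18S, 6.46% of 28S, 98.9% of 5S and 0% of 5.8S were found in related GENCODE transcripts.

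Reads were matched to the sense strand with at most 1 mismatch (at least 15 nt for tRNA and rRNA, 18 nt for other small RNAs, at most 25 nt for miRNA). The order of priority placed rRNA first, then tRNA, then the remaining small RNAs. What remained was matched without mismatch to other transcripts from 18 nt. Positions are counted from 1 at the 5′ end of each RNA. Reads of tRNA are called tsRNA and reads of rRNA rsRNA. A feature sums the sequences of 1 miRNA arm, of 1 tRNA isoacceptor and origin in the tRNA (5′ end, 3′ end, CCA end or internal), or of 1 other RNA. Sequences shared by several RNAs stay under the joined name, so near-identical copies were not split.

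The tsRNA and rsRNA totals were divided by the miRNA reads of the same library, as in the study, and compared on the log2 scale by exact two-sided permutation tests. Methods were compared by reassigning libraries within each diet (400 assignments, smallest exact p 0.005) and diets by reassigning within a method (20 assignments, smallest exact p 0.1). The difference of the diet effects was tested by reassigning diets within both methods (400 assignments). The 8 origin classes were tested alike, with Benjamini-Hochberg adjustment.

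Features and single sequences with a mean raw count over 10 were tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling), and called at an adjusted p under 0.05 with a fold change over 2, without a fold threshold for the interaction. DESeq2 1.42.0 was run beside it with a fold over 2, once at an adjusted and once at an unadjusted p under 0.05, since the study's methods name a p without adjustment and its description of the changed sequences an adjusted p. Standard errors of log2 fold changes follow from the edgeR statistic. The 17 fixed lists were tested per method with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation, and with fry. Lists, designs, tests, thresholds and most alternatives were chosen before the data were examined, and alternatives added later are named as such in the closing section.

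Named features were chosen by a rule. Of those past the test whose groups did not overlap and whose mean was at least 10 RPM (reads scaled to a common library total after TMM), the 12 with the largest and the 12 with the smallest log2 fold change were named. Where fewer than 5 passed in a direction, the 5 with the smallest p among those with a mean of at least 10 RPM were named. Features below that mean can therefore have a smaller p than those named. For single sequences the number was 5 in each direction. Up to 4 members of each list by abundance and the RNAs singled out by the study were added. The TMM scaling was done anew for each comparison, over all 12 libraries or the 6 of a method. The same library therefore has different RPM in different comparisons, and these RPM are not shares of reads.

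Libraries with the same diet and number were made, per the study's methods, from gel-purified RNA of which part was kept untreated, although the methods do not tie the numbers together. Their deviations from the group means correlated across methods with r = 0.452, 0.569 and 0.654 for LCD and r = 0.271, 0.103 and 0.336 for HCD, across features and not independent replicates. All 6 lay above 0.1 and each library correlated best with its own number, so the numbers were taken to pair the libraries across methods. The main tests between methods and of the interaction do not keep these pairs, and results with the pairs kept are named as such.

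The count tests were tested on simulated data with 200 changed features or sequences, 50 per fold size. Of features changed 8-fold, 32% were recovered in the PANDORA-seq diet comparison, 86% in the traditional diet comparison, 14% for the interaction and 80% between methods. At 16-fold the shares were 64%, 92%, 28% and 96%. No simulated sequence was recovered at any fold size in either diet comparison, which tested 33839 and 45055 sequences. Alternatives changed the scaling, tool, filter, threshold, denominator, reads counted, libraries and pairing. Genome matching, piRNA databases and mature miRNA annotation were not available and were left out. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, g++ 11.4.0 and R 4.3.3.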

Results

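Sperm small RNA was counted in 12 libraries, 3 for each combination of diet and library method. Total reads in replicates 1, 2 and 3 were 15642134, 16202635 and 17446430 for LCD traditional libraries and 25603442, 16855625 and 14158097 for LCD PANDORA-seq libraries. They were 13785024, 20498995 and 12208876 for HCD traditional libraries and 19348209, 18968982 and 14159206 for HCD PANDORA-seq libraries. Fragments of ribosomal RNA, the RNA core of the ribosome, were the most abundant annotated class in all 12 libraries as counted here. In LCD libraries rsRNA made up 52.9% ± 13.6 (SD, n = 3) of all reads with the traditional method and 75.7% ± 1.60 (SD, n = 3) with PANDORA-seq. In HCD libraries it made up 38.6% ± 9.58 and 78.5% ± 1.67 (SD, n = 3 each). Fragments of transfer RNA, the adaptors of protein synthesis, made up 8.45% ± 3.46 of LCD traditional, 5.34% ± 2.77 of LCD PANDORA-seq, 16.4% ± 7.50 of HCD traditional and 4.98% ± 0.477 of HCD PANDORA-seq reads (SD, n = 3 each). Reads of miRNAs, the short regulators that silence messenger RNA, made up 7.40% ± 4.66, 1.21% ± 0.748, 6.13% ± 1.58 and 0.209% ± 0.295 in the same order. The tsRNA shares leave out reads of Glu-CTC and Gly-GCC sequences 1 base shorter than those counted, which are taken up in the closing sections. With these reads added, tsRNA would outnumber rsRNA in HCD traditional replicate 1. Replicates 1 and 2 of HCD PANDORA-seq stood apart from the other PANDORA-seq libraries, with miRNA shares of 0.0194% (95% Wilson interval 0.0187% to 0.0200%) and 0.0591% (0.0580% to 0.0602%). These shares came from 3744 and 11204 reads. Replicate 3 of that group held 0.549% (0.545% to 0.553%), and the LCD PANDORA-seq libraries held 0.357%, 1.54% and 1.74%.

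**Figure D1:**
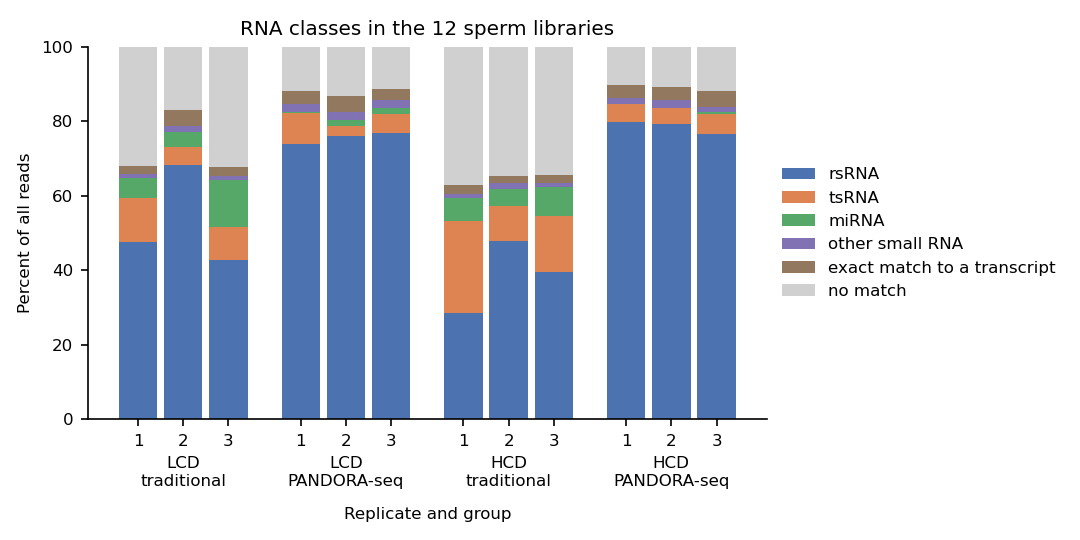
Stacked bars give the percent of all reads (vertical axis) assigned to each RNA class in each of the 12 libraries (horizontal axis: replicate number within group). The rsRNA share averaged 75.7% and 78.5% in the LCD and HCD PANDORA-seq groups and 52.9% and 38.6% in the LCD and HCD traditional groups.

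The comparison of methods asked which sperm RNAs become readable once fragment ends are repaired and methylated bases are cleared. Relative to miRNA, both fragment classes rose with PANDORA-seq in libraries of either diet. The tsRNA reads per miRNA read rose 9.60-fold (log2 difference 3.26, exact two-sided permutation p = 0.01), and the PANDORA-seq library was higher in 6 of 6 pairs of the same diet and number. The rsRNA reads per miRNA read rose 37.6-fold (log2 difference 5.23, exact two-sided permutation p = 0.005, the smallest the design allows), also in 6 of 6 pairs. Mean log2 tsRNA to miRNA ratios were 0.28 ± 0.82 in LCD traditional, 2.30 ± 1.96 in LCD PANDORA-seq, 1.35 ± 0.55 in HCD traditional and 5.86 ± 2.39 in HCD PANDORA-seq libraries (SD, n = 3 each). For rsRNA these means were 2.99 ± 1.17, 6.26 ± 1.24, 2.66 ± 0.65 and 9.84 ± 2.49. The direction for tsRNA depended on the denominator, since its share of annotated reads fell by 1.53 on the log2 scale (exact permutation p = 0.01) and its share of all reads by a log2 difference of -1.17 (exact permutation p = 0.015). The rsRNA share of annotated reads rose by a log2 difference of 0.44 (exact permutation p = 0.005). Without HCD PANDORA-seq replicates 1 and 2, which leaves 1 library in that group, the tsRNA to miRNA difference was 1.98 (exact permutation p = 0.025) and the rsRNA to miRNA difference 3.87 (exact permutation p = 0.0125).

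**Figure D2:**
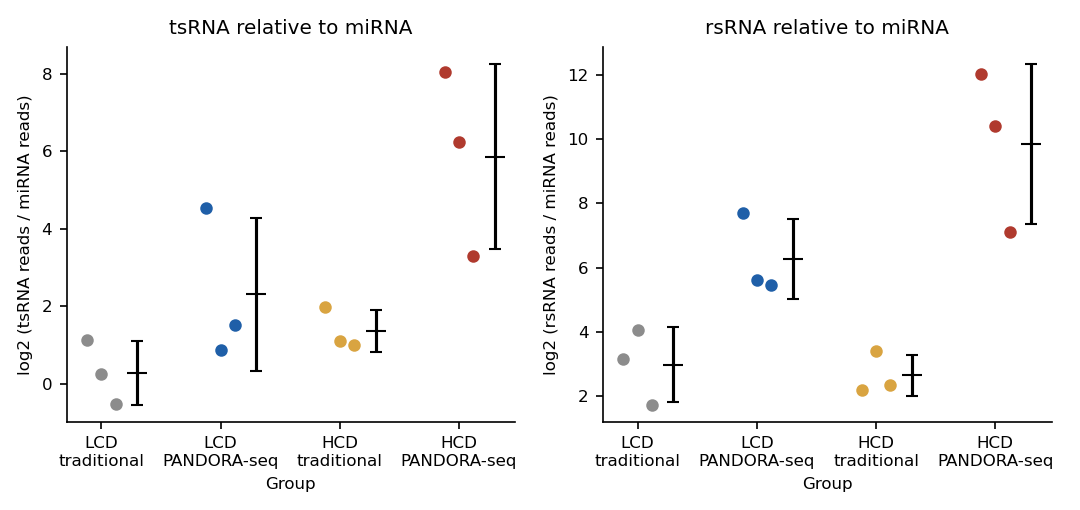
Points give the log2 ratio of tsRNA reads (left) or rsRNA reads (right) to miRNA reads (vertical axis) in each library of the 4 groups (horizontal axis), with the mean and SD of 3 libraries in black. The means ran from 0.28 to 5.86 for tsRNA and from 2.66 to 9.84 for rsRNA, both highest in HCD PANDORA-seq libraries, while the tsRNA share of annotated reads was lower with PANDORA-seq (log2 difference -1.53).

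Fragments from every part of nuclear tRNAs gave positive differences per miRNA read. Those from the 5′ end, the source of most sperm tsRNA, rose by a log2 difference of 3.45 (adjusted exact permutation p = 0.04), and internal fragments of nuclear tRNAs by 2.93 (adjusted exact permutation p = 0.04), each in 6 of 6 pairs. Internal fragments of mitochondrial tRNAs, which serve the protein synthesis of mitochondria, rose by 2.38 (adjusted exact permutation p = 0.04). Fragments of the 3′ end of mitochondrial tRNAs (2.21), of the 3′ end of nuclear tRNAs (2.73) and of the mature CCA end of nuclear tRNAs (2.47) had adjusted exact permutation p of 0.05, 0.06 and 0.06. Mitochondrial 5′ fragments had a difference of -2.18 (adjusted exact permutation p = 0.109) and mitochondrial CCA fragments of 0.09 (adjusted exact permutation p = 0.915), the latter turning to between -0.05 and -0.34 without LCD traditional replicate 2, HCD traditional replicate 3, LCD PANDORA-seq replicate 1 or HCD PANDORA-seq replicate 1 or 2. All 8 classes were lower with PANDORA-seq as a share of annotated reads. The count of 3 passing classes went to 0 when libraries were paired by number, where the smallest exact p is 0.03125. It went to 0 without LCD traditional replicate 2 or 3 or any of HCD traditional replicates 1, 2 and 3, to 1 without LCD PANDORA-seq replicate 1, to 5 without LCD traditional replicate 1, and to 6 without LCD or HCD PANDORA-seq replicate 3.

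The tsRNAs and rsRNAs read with PANDORA-seq were longer on average, and a shift of that size was not seen for miRNAs. Lengths were averaged over the reads of each class, so the most abundant RNAs weigh most, among tsRNAs the Glu-CTC 5′ fragments. Mean tsRNA length rose by 1.94 nt and mean rsRNA length by 2.24 nt (exact two-sided permutation p = 0.005 for each, over assignments that part the pairs). Mean miRNA length differed by -0.00684 nt (exact permutation p = 0.865), and by up to 0.0321 nt in the other direction without replicate 1 of either traditional group or replicate 3 of either PANDORA-seq group. Mean tsRNA length was 31.8 ± 0.676 nt in LCD traditional, 33.9 ± 0.385 nt in LCD PANDORA-seq, 32.3 ± 0.224 nt in HCD traditional and 34.1 ± 0.0639 nt in HCD PANDORA-seq libraries (SD, n = 3 each). Fragments of 35 nt made up 72.0% ± 9.23 of tsRNA reads in LCD and 72.7% ± 0.840 in HCD PANDORA-seq libraries, against 9.17% ± 2.48 and 8.97% ± 1.26 in the LCD and HCD traditional libraries (SD, n = 3 each). Traditional tsRNAs spread over more lengths, with a peak at 34 nt (19.6% ± 5.93 of LCD and 19.6% ± 4.01 of HCD tsRNA reads). At 30 nt they held 13.9% ± 4.14 of LCD and 14.5% ± 1.16 of HCD tsRNA reads. Some longer fragments were also more frequent there, as at 42 nt, with 4.11% in LCD and 5.14% in HCD traditional libraries. The PANDORA-seq libraries had 0.115% and 0.214% at that length.

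**Figure D3:**
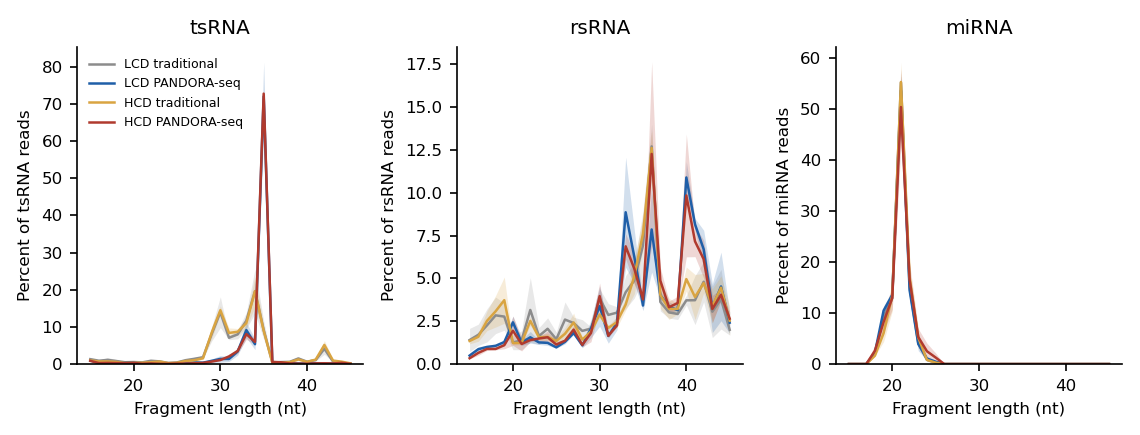
Lines give the mean percent of tsRNA, rsRNA and miRNA reads (vertical axes) at each fragment length in nt (horizontal axes) in the 4 groups, with bands of 1 SD of 3 libraries. At 35 nt the tsRNA means were 72.0% and 72.7% in the PANDORA-seq groups and 9.17% and 8.97% in the traditional groups.

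Among the 24 single RNAs named here between methods, the 12 that rose with PANDORA-seq were fragments of 18S rRNA, 7SL, U1, snoRNAs and other small RNAs. Rn7s1/Rn7s2/Rn7s6, the 7SL RNA of the particle that directs proteins to the endoplasmic reticulum, rose by 5.69 ± 0.61 on the log2 scale (SE), from 1163 ± 996 to 38976 ± 29173 RPM in LCD and from 451 ± 52.2 to 36086 ± 13881 RPM in HCD libraries (SD, n = 3). Rnu1a1, the U1 RNA that recognises 5′ splice sites, rose by 4.12 ± 0.44 (SE), from 312 ± 107 to 3970 ± 1655 RPM and from 123 ± 23.2 to 2929 ± 1091 RPM in the same diets. Fragments of 18S rRNA, the RNA of the small ribosomal subunit, rose by 4.08 ± 0.55 (SE). The RPM given here are scaled over all 12 libraries and are not shares of reads. The whole class that holds 7SL made up 1.42% of LCD PANDORA-seq reads. Among the annotated small RNAs known by number, Gm26461 (6.21 ± 0.61), Gm24809/Gm25735 (5.69 ± 0.65), Gm24312 (4.84 ± 0.70), Gm24809 (4.83 ± 0.53) and Gm25735 (4.14 ± 0.58) rose. So did Gm24620 (5.98 ± 0.61), Gm25788 (4.30 ± 0.56), Gm22192/Gm25632 (4.26 ± 0.44) and Gm22270 (4.05 ± 0.52), which are small nucleolar RNAs, the class that guides rRNA modification.

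The 12 named RNAs that fell with PANDORA-seq were 10 miRNAs and the 5′ fragments of a pair of mitochondrial tRNAs. miR-200c-3p, a marker of epithelial cells, fell by 6.45 on the log2 scale (SE 0.79), from 149 ± 58.6 to 4.44 ± 4.19 RPM in LCD and from 335 ± 141 to 1.31 ± 0.667 RPM in HCD libraries (SD, n = 3). Its family members miR-200b-3p (-5.71, SE 0.72) and miR-200a-3p (-4.45, SE 0.99) fell too. The germ cell miRNAs miR-465c-5p (-5.80, SE 0.73), miR-881-3p (-5.74, SE 0.94), miR-465b-5p (-5.50, SE 0.57), miR-34b-3p (-5.47, SE 0.86), miR-465-3p/miR-465b-3p/miR-465c-3p (-4.75, SE 0.69) and miR-871-3p (-3.89, SE 0.90) fell, as did miR-10a-5p (-4.12, SE 0.52), which lies in a Hox gene cluster. The 5′ end of mt-His-GTG fell by 4.51 on the log2 scale (SE 0.66), from 3550 ± 2033 to 82.8 ± 80.1 RPM in LCD and from 7369 ± 2116 to 605 ± 398 RPM in HCD libraries, and the 5′ end of mt-Ser-TGA by 4.41 (SE 0.77). The 24 RNAs named here had edgeR adjusted p from 1.07e-05 to 0.00334. All 6 PANDORA-seq libraries lay on the same side of all 6 traditional ones for each of them. The rule for naming required both a passed test and this separation, so neither is further evidence.

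By edgeR, 274 of 947 features passed, 145 higher and 129 lower with PANDORA-seq. DESeq2 passed 454 at an adjusted p and 507 at the unadjusted p. Of 370 miRNA features 80 fell and 6 rose (median log2 -1.37), and of 40 mitochondrial tRNA features 15 fell and 1 rose (median -1.60). In contrast, 63 of 250 snoRNA features rose and 3 fell (median 0.59), 48 of 79 other small RNAs rose and 2 fell (median 2.33), and 5 of 6 rRNA features rose (median 3.16). Nuclear tRNA features went both ways, with 13 of 147 rising and 28 falling (median -0.48). Of all features, 187 (19.7%) had all 6 libraries of a method on the same side of the other 6. Chance gives 0.216% for 12 unpaired libraries, and the share for paired libraries was not worked out. The median log2 fold of all features was -0.51, moving to -1.06 with RLE, -3.29 with library totals and 1.42 with miRNA reads as library size, and these scalings passed 120 higher and 227 lower, 22 higher and 780 lower, and 189 higher and 30 lower features. With library totals the snoRNA and other small RNA medians turned to -2.07 and -0.57, and with miRNA reads as library size the mitochondrial and nuclear tRNA medians turned to 0.09 and 2.13. The 24 named RNAs kept their direction under these scalings, and 8 of the 12 lower ones no longer passed with miRNA reads as library size.

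**Figure D4:**
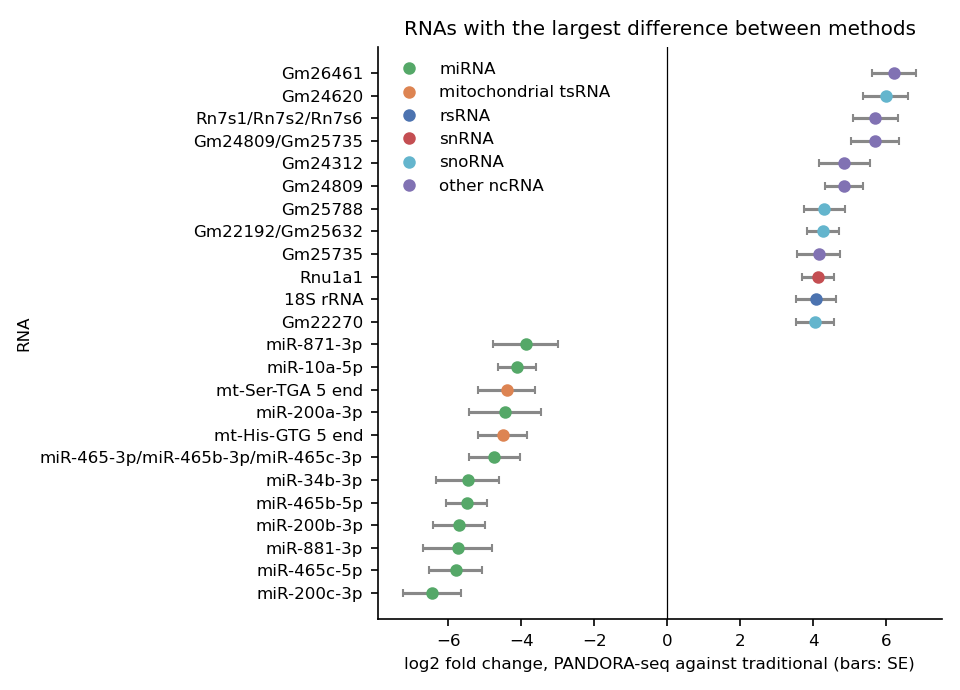
Points give the log2 fold change of PANDORA-seq against traditional libraries (horizontal axis, bars SE) for the 24 named RNAs (vertical axis), coloured by RNA class. Values ran from -6.45 for miR-200c-3p to 6.21 for Gm26461, and no direction changed under the alternative scalings.

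The diet comparison within PANDORA-seq asked which sperm small RNAs differ after feeding cholesterol to mice prone to high blood cholesterol. With TMM scaling the median log2 fold in HCD libraries was negative over miRNA features, of which HCD PANDORA-seq replicates 1 and 2 held few reads, and positive over snoRNA and nuclear tRNA features, but no single RNA passed the test. miR-183-5p and miR-182-5p, a clustered pair known from sensory and germ cells, stood at 41.2 ± 29.7 and 60.3 ± 52.8 RPM in LCD and at 3.30 ± 2.42 and 4.65 ± 3.17 RPM in HCD libraries (SD, n = 3), with log2 folds of -3.65 (SE 0.85) and -3.70 (SE 0.95). miR-292-5p, of a cluster active in early embryos, had -4.62 (SE 1.29). The proliferation-linked miR-25-3p and miR-92-3p had -2.27 (SE 0.72) and -2.57 (SE 0.88), which turned to 0.66 and 0.80 with miRNA reads as library size. In the other direction, the 5′ end of mt-His-GTG stood at 28.8 ± 21.7 RPM in LCD and 211 ± 126 RPM in HCD libraries (log2 2.87, SE 0.81). The snoRNAs Gm23711/Gm24091 (2.73, SE 0.76), Snord14d (2.48, SE 0.76), Snord65 (2.30, SE 0.72) and Snord68 (2.12, SE 0.67) were also higher. Adjusted p of these 10 RNAs ran from 0.211 to 0.243 by edgeR.

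By edgeR 0 of 666 features passed (116 at an unadjusted p under 0.05), while DESeq2 passed 61 at an adjusted p, 8 of them higher, and 164 at the unadjusted p. Groups did not overlap for 166 features (24.9%, where chance gives 10%). The median log2 fold was -2.26 for 217 miRNA, 0.43 for 205 snoRNA, 0.27 for 115 nuclear tRNA and 0.55 for 63 other small RNA features. Over all features it was -0.17 with TMM, -0.31 with RLE, -0.70 with library totals and 3.59 with miRNA reads as library size, where 232 features passed. The snoRNA and tRNA medians turned to -0.05 and -0.22 with library totals, while the miRNA median stayed negative under all 4 scalings (-0.48 with miRNA reads as library size). Leaving out HCD PANDORA-seq replicate 3, which held 0.549% miRNA, gave 70 passing features, and leaving out any other library gave 0. The tsRNA to miRNA ratio was 11.8-fold higher in HCD (log2 3.56, exact two-sided permutation p = 0.2) and the rsRNA to miRNA ratio 11.9-fold higher (log2 3.58, exact permutation p = 0.2), where 3 against 3 libraries allow no exact p under 0.1. As a share of annotated reads tsRNA differed by 0.01 (exact permutation p = 0.9), and without HCD PANDORA-seq replicates 1 and 2, which leaves 1 HCD library and no test, the ratios differed by 1.00 and 0.86.

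Among the fixed lists in PANDORA-seq libraries, erythroid, stromal and muscle miRNAs were lower and sperm tRNA families higher in HCD with the preset correlation but not with an estimated correlation (adjusted p = 0.400 for the erythroid list and 0.529 for the others). By edgeR 0 list members passed over all features in either method. The miRNA share was 0.0194% and 0.0591% in HCD PANDORA-seq replicates 1 and 2. All 4 measured erythroid miRNAs were lower (median -5.43, or -2.97 with the 2 members without reads in HCD at their floor of 3 reads per library; camera adjusted p = 0.00347, adjusted p = 0.400 with an estimated correlation; 2 passed when adjusted over the list alone). Among them miR-3107-5p/miR-486-5p, abundant in red cells, stood at 49.6 ± 20.8 RPM in LCD and 9.98 ± 13.4 RPM in HCD libraries. All 4 except miR-451a-5p carry the name miR-486, so they do not stand for 4 separate miRNAs. The let-7 family, regulators of developmental timing, was lower in 19 of 20 members (median -2.24, camera adjusted p = 1.84e-04, adjusted p = 0.529 with an estimated correlation), with let-7i-5p at 302 ± 114 RPM in LCD and 95.1 ± 151 RPM in HCD. All 10 miRNAs tied to lipid metabolism were lower (median -1.69, adjusted p = 0.00368, adjusted p = 0.529 with an estimated correlation), among them miR-122-5p, the main miRNA of hepatocytes, at 95.6 ± 11.3 and 31.1 ± 36.2 RPM. All 9 stromal and endothelial miRNAs (median -1.90, adjusted p = 0.00777) and all 7 muscle miRNAs (median -1.73, adjusted p = 0.0134) were lower, each with an adjusted p = 0.529 with an estimated correlation. The medians of the let-7, lipid, stromal and muscle lists were no lower than the -2.26 over all miRNA features, so these lists were not set apart from miRNAs as a class. Muscle miR-1a-3p stood at 3662 ± 2250 RPM in LCD and 970 ± 1627 RPM in HCD.

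The tRNA lists ran the other way. Families abundant in sperm, such as Glu and Gly tRNAs, were higher in 24 of 28 features (median 0.61, camera adjusted p = 0.00368, adjusted p = 0.529 with an estimated correlation). Gly-CCC/Gly-GCC 5′ fragments stood at 730 ± 131 RPM in LCD and 1006 ± 63.6 RPM in HCD, and Glu-CTC 5′ fragments at 57794 ± 48666 and 62081 ± 7969 RPM, whose log2 folds of 0.46 and 0.10 turned to -0.07 and -0.13 with library totals. For Glu-CTC it was -0.01 with RLE, and -0.36, -0.10 and -0.23 without LCD PANDORA-seq replicate 2, LCD PANDORA-seq replicate 3 and HCD PANDORA-seq replicate 3. Internal nuclear fragments were higher in 32 of 49 features (median 0.39, adjusted p = 0.0189, adjusted p = 0.529 with an estimated correlation), turning to -0.08 with library totals. All 10 features of the tRNAs and rRNA mapped by the study were higher (median 1.02, adjusted p = 0.00516, adjusted p = 0.400 with an estimated correlation), which is not independent evidence because the study chose them on these samples. The rest did not pass. Their medians were -1.97 for 3 epithelial miRNAs (adjusted p = 0.0886; 1 passed when adjusted over the list alone), -2.41 for 3 leukocyte miRNAs (0.139), 0.41 for 5 nuclear rsRNAs (0.121), 0.69 for 2 mitochondrial rsRNAs (0.251), 0.13 for 28 5′ nuclear tsRNAs (0.321), 0.03 for 38 3′ nuclear tsRNAs (0.386) and -0.26 for 2 Y RNAs (0.919). The medians of 7 spermatogenic miRNAs (-0.41, adjusted p = 0.659) and 18 mitochondrial tsRNAs (-0.21, adjusted p = 0.477) were negative while the test ranked them upward, and the means were -0.39 and 0.02 (5′ nuclear tsRNAs -0.13). With miRNA reads as library size the epithelial, spermatogenic, mitochondrial tsRNA and Y RNA medians turned positive (2.59, 3.31, 3.31 and 3.61). With library totals the 5′ and 3′ nuclear tsRNA and nuclear rsRNA medians turned negative (-0.31, -0.27 and -0.01), as with RLE did 5′ (-0.04) and 3′ (-0.14).

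The diet comparison in traditional libraries asked the same of untreated RNA. Germ cell and epithelial miRNAs and tRNA 5′ fragments were at higher levels in HCD, and muscle and erythroid miRNAs at lower levels, as lists that passed with the preset correlation and not with an estimated correlation (adjusted p = 0.552 for each). Again 0 single RNAs passed by edgeR. Glu-TTC 3′ fragments stood at 365 ± 106 RPM in LCD and 81.8 ± 12.6 RPM in HCD libraries (SD, n = 3; log2 -2.16, SE 0.45), and U1 RNA (Rnu1a1) at 887 ± 308 and 308 ± 47.5 RPM (-1.53, SE 0.45). The 5′ fragments of Ala-AGC/Ala-CGC (-2.09, SE 0.67), the snRNA Gm25360 (-2.14, SE 0.72) and miR-181a-3p (-1.75, SE 0.60), a miRNA of lymphocyte development, were also lower. Gly-GCC 5′ fragments stood at 889 ± 89.5 RPM in LCD and 2160 ± 783 RPM in HCD (1.28, SE 0.45). The snoRNAs Snord50a (1.80, SE 0.56), Snord111 (1.73, SE 0.60), Gm24494 (1.49, SE 0.54) and Snord80 (1.35, SE 0.50) were higher. All 10 had an edgeR adjusted p of 0.467.

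By edgeR 0 of 1068 features passed in traditional libraries (109 at an unadjusted p under 0.05), and DESeq2 passed 1 at an adjusted p and 129 at the unadjusted p. Groups did not overlap for 139 features (13.0%, where chance gives 10%). The median log2 fold was -0.51 for 432 miRNA features and -0.26 for all features, the latter moving to -0.17 with RLE, 0.15 with library totals and 0.13 with miRNA reads as library size. The tsRNA to miRNA ratio was 2.11-fold higher in HCD (log2 1.08, exact permutation p = 0.3). The rsRNA to miRNA difference was -0.33 (exact permutation p = 0.7) and turned to 0.21 without LCD traditional replicate 2.

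In traditional libraries the spermatogenic miRNAs were higher in 17 of 19 members (median 0.79, camera adjusted p = 4.76e-06, adjusted p = 0.552 with an estimated correlation). Of these miR-465c-5p, from an X-linked cluster expressed in testis, stood at 323 ± 180 RPM in LCD and 582 ± 227 RPM in HCD. All 10 epithelial miRNAs were higher (median 1.03, adjusted p = 7.72e-06, adjusted p = 0.552 with an estimated correlation), with miR-200b-3p at 560 ± 200 and 1213 ± 326 RPM. Sperm tRNA families were higher in 32 of 36 features (median 0.52) and 5′ nuclear tsRNAs in 32 of 36 (median 0.65), each with an adjusted p = 7.72e-06 and an adjusted p = 0.552 with an estimated correlation. Glu-CTC 5′ fragments stood at 84290 ± 41625 RPM in LCD and 138338 ± 67440 RPM in HCD, and Gly-CCC/Gly-GCC 5′ fragments at 19588 ± 5349 and 39277 ± 17214 RPM. Internal nuclear fragments were higher in 43 of 58 (median 0.27, adjusted p = 0.00978, adjusted p = 0.709 with an estimated correlation) and mitochondrial tsRNAs in 27 of 47 (median 0.29, adjusted p = 0.00261, adjusted p = 0.552 with an estimated correlation). Within the latter, mt-His-GTG 5′ fragments stood at 10164 ± 5939 and 18410 ± 4600 RPM. All 7 muscle miRNAs (median -0.98, adjusted p = 0.00358, adjusted p = 0.552 with an estimated correlation), all 5 erythroid miRNAs (median -1.08, adjusted p = 0.00978, adjusted p = 0.552 with an estimated correlation; 2 passed when adjusted over the list alone) and all 11 stromal and endothelial miRNAs (median -0.84, adjusted p = 0.0167, adjusted p = 0.709 with an estimated correlation) were lower. Muscle miR-1a-3p stood at 34012 ± 13903 RPM in LCD and 12086 ± 14219 RPM in HCD. The erythroid list again held several features that carry the name miR-486. The features mapped by the study were higher in 10 of 13 (median 0.35, adjusted p = 0.0167, adjusted p = 0.552 with an estimated correlation), which is not independent evidence.

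Of the remaining lists, the let-7 family (median -0.47, adjusted p = 0.332), leukocyte miRNAs (-0.85, adjusted p = 0.404), nuclear rsRNAs (-0.71, adjusted p = 0.280), mitochondrial rsRNAs (0.42, adjusted p = 0.332) and Y RNAs (-0.07, adjusted p = 0.919) did not pass, nor did the lipid miRNAs (-0.24, adjusted p = 0.870) and 3′ nuclear tsRNAs (-0.08, adjusted p = 0.346; 1 passed when adjusted over the list alone), which the test ranked upward. The 3′ median turned to 0.02, 0.28 and 0.30 with RLE, library totals and miRNA reads as library size, the Y RNA median to 0.03, 0.32 and 0.36, and the lipid median to 0.05 with miRNA reads. Over both methods 18 of 34 list tests passed with the preset correlation, 0 with an estimated one and 1 with fry. The last was the erythroid list in PANDORA-seq libraries (fry adjusted p = 0.00951), most features of which carry the name miR-486.

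**Figure D5:**
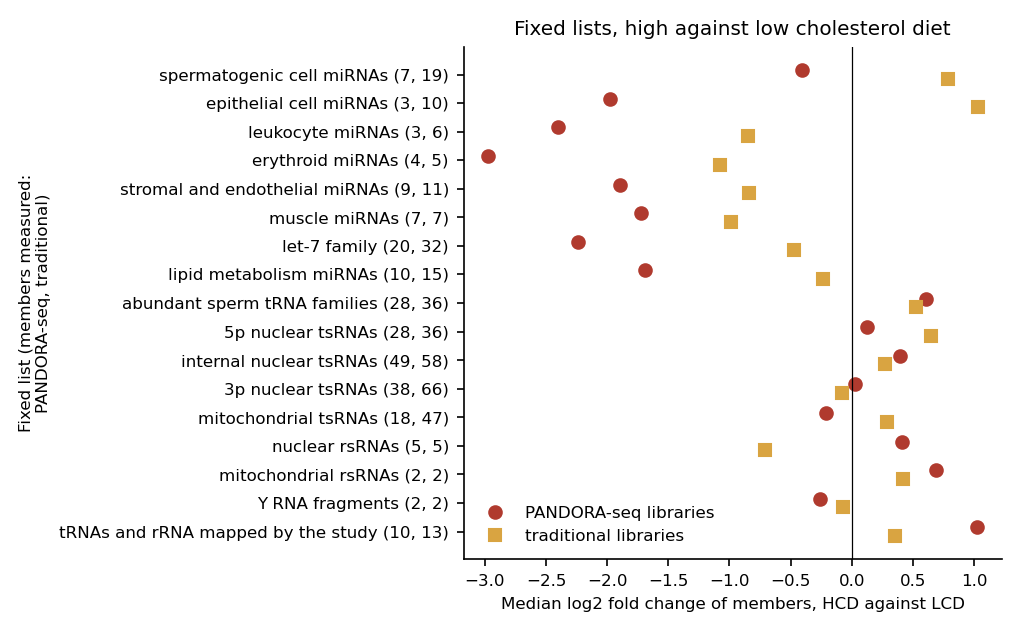
Points give the median log2 fold change of HCD against LCD (horizontal axis) over the members of each fixed list (vertical axis, members measured in brackets) in PANDORA-seq (circles) and traditional (squares) libraries, with members without reads in a group at their floor. Erythroid miRNAs lay lowest in both methods (-2.97 and -1.08), and with miRNA reads as library size the PANDORA-seq medians of epithelial and spermatogenic miRNAs, mitochondrial tsRNAs and Y RNAs turned positive.

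Whether diet acted differently in the 2 methods was tested directly. miR-200a-3p, a marker of epithelial cells, had the lowest p among the named RNAs, at 28.9 ± 11.3 RPM in LCD traditional, 81.3 ± 47.8 in HCD traditional, 6.44 ± 1.08 in LCD PANDORA-seq and 0.476 ± 0.452 in HCD PANDORA-seq libraries (SD, n = 3; interaction log2 -5.17, edgeR adjusted p = 0.129). miR-183-5p (-3.56, SE 0.98), miR-182-5p (-3.71, SE 1.05), miR-103-3p (-3.46, SE 0.99), known for its link to insulin sensitivity, and mt-Ser-TGA 5′ fragments (-3.74, SE 1.04) had an adjusted p of 0.226. Snord110 (2.21, SE 0.89), Gm24265 (2.09, SE 0.91), Gm24809/Gm25735 (2.09, SE 0.96), Gm22486 (2.11, SE 0.97) and Gm23991 (1.73, SE 0.80) leaned toward PANDORA-seq, with adjusted p from 0.390 to 0.401. By edgeR 0 of 947 features passed (117 at an unadjusted p under 0.05). The lowest edgeR adjusted p over all features was 0.0562, of a feature not named here. DESeq2 passed 13 at an adjusted p and 143 at the unadjusted p. With libraries paired by number 2 passed, and without HCD PANDORA-seq replicate 3, 63 passed. The median of all features was -0.36. The interaction was 2.48 for the tsRNA to miRNA ratio (exact permutation p = 0.295) and 3.91 for the rsRNA to miRNA ratio (exact permutation p = 0.09, and 0.1 with the pairs of libraries kept together, the smallest p that 3 against 3 pairs allow). Over assignments that part the pairs, the latter became 4.53 (exact permutation p = 0.035) without LCD traditional replicate 3 and 3.98 (exact permutation p = 0.045) without muscle miRNAs in the denominator, and the former -0.08 with the 1 HCD PANDORA-seq library left without replicates 1 and 2. Among the fixed lists the epithelial miRNAs had the smallest p (-2.07, exact permutation p = 0.015, adjusted p = 0.255), and the other adjusted p ran from 0.561 to 0.955.

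Single sequences were also compared between diets, and those named here were all rRNA fragments that did not pass the test. In PANDORA-seq libraries CCCGGGGCCGAGGGAGCGA, from 28S rRNA (844 to 862) of the large ribosomal subunit, stood at 86.2 ± 35.6 RPM in LCD and 0.584 ± 0.460 RPM in HCD libraries (SD, n = 3; log2 -7.22, SE 1.03), and in traditional libraries at 391 ± 238 and 24.2 ± 14.8 RPM (-4.01, SE 0.86). TCCCGGGGCCGAGGGAG (28S, 843 to 859; -5.01, SE 0.75) and ACCGCCCGTCCCCGCCC (18S, 726 to 742; -4.15, SE 0.67) followed the same direction. In the other direction, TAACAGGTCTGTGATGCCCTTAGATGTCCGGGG (18S, 1487 to 1519) stood at 44.8 ± 26.3 RPM in LCD and 439 ± 280 RPM in HCD (3.29, SE 0.84), and the fold of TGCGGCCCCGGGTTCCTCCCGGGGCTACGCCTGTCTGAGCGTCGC (5.8S, 111 to 155) was 3.43 (SE 0.86). In traditional libraries CGGGCGGGCGGTCCGCCGCGAGGCGAG (18S, 697 to 723) stood at 167 ± 103 RPM in LCD and 11.4 ± 4.61 RPM in HCD (-3.87, SE 0.84). These sequences had an edgeR adjusted p of 0.250 in PANDORA-seq and 0.283 in traditional libraries. By edgeR 0 of 33839 PANDORA-seq sequences, of which 31245 are tsRNA or rsRNA, passed (4924 at an unadjusted p under 0.05), and DESeq2 passed 996 at an adjusted p, 331 of them higher, and 5223 at the unadjusted p. In traditional libraries edgeR passed 0 of 45055, of which 39543 are tsRNA or rsRNA (6633 at an unadjusted p under 0.05), and DESeq2 passed 330 at an adjusted p and 7665 at the unadjusted p. In simulated data the edgeR test recovered no sequence changed 16-fold in either comparison, so its counts of 0 cannot argue against an effect of diet. Groups did not overlap for 16.8% and 18.3% of the sequences counted as tsRNA or rsRNA, where chance gives 10%. With the replicate number as a block across diets, although the numbers were not taken to pair diets, edgeR passed 93 PANDORA-seq and 15 traditional sequences.

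The study followed up 5.8S rRNA, the nuclear tRNAs Ser-CGA and Asp-GTC, the mitochondrial tRNA His-GTG and 5 synthetic oligos, chosen on these samples, so their direction is not independent evidence. Oligo 1 matched Glu-CTC tRNA from 37 to 73, oligo 2 mt-His-GTG from 1 to 44, oligo 3 18S rRNA from 684 to 722, and oligos 4 and 5 28S rRNA from 1 to 43 and from 200 to 240. In PANDORA-seq libraries all 9 had positive differences per miRNA read, such as 4.43 for tRNA-Asp-GTC, 4.13 for mt-tRNA-His-GTG, 3.98 for 5.8S rRNA and 5.94 for oligo 3, with exact permutation p of 0.2 or 0.3. The low miRNA counts of HCD replicates 1 and 2 raise all 9 alike. As RPM of annotated reads the log2 differences of these 4 were smaller, at 0.89, 0.58, 0.44 and 2.39. Counts were low for tRNA-Ser-CGA (1 to 27 reads in LCD, 9 to 27 in HCD) and oligo 1 (1 to 23 in LCD, 2 to 717 in HCD). As RPM of annotated reads, mt-tRNA-His-GTG stood at 379 ± 126 in LCD and 558 ± 152 in HCD, and oligo 2 at 13.0 ± 5.28 and 71.1 ± 37.3 (SD, n = 3). Oligo 3 stood at 125 ± 20.9 in LCD and at 1672, 1382 and 117 in HCD replicates 1, 2 and 3. In traditional libraries the per miRNA differences of oligo 2 (1.63) and oligo 4 (1.95) reached the smallest exact permutation p of 0.1, while mt-tRNA-His-GTG had 1.32 (exact permutation p = 0.2). Over both methods, 2 of the 18 tests had groups that did not overlap. This count was 11 without HCD PANDORA-seq replicate 3, 10 without LCD PANDORA-seq replicate 1, 4 without LCD traditional replicate 1 or HCD traditional replicate 3, 7 as RPM of annotated reads and 0 with overlapping sequences added to the oligos.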

Values the study reported

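With PANDORA-seq, the study counted 813 tsRNAs and rsRNAs that differed between sperm of HCD-fed and LCD-fed mice.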

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

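The tests of depth and of diet for the sequences read once, the tests of the denominators and of the miRNA share, and the counts over other splits of the libraries were chosen after the result was seen. Reads of Glu-CTC and Gly-GCC tRNA sequences 1 base shorter than the sequences counted as tsRNA lie outside the tsRNA counts of the report. They numbered 6134387 over the 12 libraries and are part of the unannotated reads. In HCD traditional replicate 1 they numbered 1216049, beside 3374349 reads counted as tsRNA and 3946355 as rsRNA. Added to the tsRNA of that library, they would place tsRNA above rsRNA. Of Glu-CTC 5′ reads with the shorter ones added, these made up 34.3% in LCD traditional, 28.6% in LCD PANDORA-seq, 34.3% in HCD traditional and 31.5% in HCD PANDORA-seq libraries (means, n = 3 each).

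HCD PANDORA-seq replicates 1 and 2 held more rare sequences and far fewer miRNA reads than the other PANDORA-seq libraries, with 73.7% and 74.7% of their distinct sequences read once against 44.7% to 47.8% in the other 4. Sequencing errors as the cause are argued against by the reads of nuclear rsRNA with 1 mismatch, which made up 9.03% in the higher of both libraries and up to 12.7% in the other 4. Greater depth is argued against by thinning to 12208876 reads, after which the lower of both still had 78.2% of sequences read once and the highest of the other 4 had 60.7%. The diet remains open, since the exact two-sided permutation p of HCD against LCD was 0.2, 3 against 3 libraries allow none under 0.1, and HCD PANDORA-seq replicate 3 (45.9%) lay among the LCD libraries. A difference in the handling of these libraries was not tested, because the labels name no batch.

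The rise of tsRNA per miRNA read with PANDORA-seq may reflect fewer miRNA reads in place of more tsRNA reads, since the tsRNA share of annotated reads differed by -1.53 on the log2 scale (exact permutation p = 0.01). In the diet comparison within PANDORA-seq, the 11.8-fold higher tsRNA to miRNA ratio came with a difference of the tsRNA share of annotated reads of 0.0141 (exact permutation p = 0.9), which is consistent with fewer miRNA reads in HCD libraries in place of more tsRNA reads. Fewer miRNAs in the sperm RNA after HCD as the whole cause are argued against by the traditional libraries, where miRNAs made up 4.53% to 7.69% of all reads in HCD and 4.09% to 12.7% in LCD. The lowest HCD library there differed from the highest LCD library by -1.49 on the log2 scale, against 3.56 for the ratio in PANDORA-seq. Other effects of diet remain open and untested.

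Among 100 splits of the 12 libraries, 1, the real one, gave as many changed features between methods as the 274 observed. The highest of the other splits gave 96, and among the 7 others that part all 6 pairs the highest was 0. Only these 7 keep to the pairing of libraries across methods, too few for a share under 0.05, so the splits do not exclude chance. For the interaction of diet and method the observed count was 0, which all 100 splits reach by construction, so the splits say nothing about chance there; the highest other gave 3. The diet comparisons have 10 splits each, too few for a share under 0.05, with an observed count of 0 and a highest other of 0 for features and sequences in both methods.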

How the results depend on the processing

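The settings with exact matches alone, without muscle miRNAs, with tRNA sequences 1 base shorter, and without HCD PANDORA-seq replicates 1 and 2 were chosen after the data were seen. The 18 results of the comparisons gave 315 values under alternatives, of which 254 kept direction and side of the threshold or, for counts, lay within 1.5-fold, 45 newly passed or gave a larger count, 10 no longer passed or gave a smaller count, and 6 reversed. The 186 single RNAs, sequences, origin classes and lengths gave 3098 values, of which 2781 kept direction and side of the threshold, 202 newly passed, 34 no longer passed and 81 reversed. The cause was not tested, except where an alternative shows it by construction. Leaving out sequences read once, counting distinct sequences, and dropping the fold threshold ended or made no call of the comparisons. Restricting reads to 15 to 50 nt was void, since all reads had 15 to 45 nt, and genome matches are not marked in the files. Dropping the fold threshold left the interaction test as it was, since it has none. Depth limits the miRNAs of HCD PANDORA-seq replicates 1 and 2, with 3744 and 11204 reads.

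As share of annotated reads, and of all reads, tsRNA between methods became -1.53 and -1.17, and its interaction with diet -1.10 and -0.92. The origin classes between methods became -1.34 and -0.98 (5′ nuclear), -2.06 and -1.70 (3′ nuclear), -2.32 and -1.96 (CCA nuclear), -1.87 and -1.50 (internal nuclear), -2.58 and -2.22 (3′ mitochondrial), -4.71 and -4.34 (CCA mitochondrial) and -2.41 and -2.05 (internal mitochondrial), with 8 classes passing under both. Between diets in PANDORA-seq, CCA nuclear became -0.0199 and -0.00171, 3′ mitochondrial -0.19 and -0.17, CCA mitochondrial -0.37 and -0.35, and internal nuclear -0.00110 as share of annotated reads. The 3′ nuclear class between diets in traditional libraries became -0.0364 per all reads, -0.88 with exact matches and -0.34 without muscle miRNAs, and CCA nuclear -0.000242 without muscle miRNAs. Passing origin classes between methods were 5 with exact matches and 6 without muscle miRNAs. The interaction became 3.98 for rsRNA without muscle miRNAs, where its p was under 0.05 only over assignments that part the pairs of libraries, and -0.0774 for tsRNA without HCD PANDORA-seq replicates 1 and 2. Items of the study with separate groups were 7 as RPM of annotated reads and 0 with overlapping sequences added.

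In PANDORA-seq libraries, changed features between diets were 232 with miRNA reads as library size, 61 and 164 with DESeq2 (adjusted and unadjusted p), 46 with the likelihood ratio test, 51 without a filter and 28 with all 12 libraries in 1 fit. In traditional libraries they were 1, 129, 1 and 16 with DESeq2 (both p), the likelihood ratio test and no filter. For the interaction these 4 gave 13, 143, 31 and 2. Between methods, library totals gave 802 (22 higher, 780 lower), and DESeq2 454 and 507. Changed sequences between diets in PANDORA-seq were 996, 5223, 1495 and 1893 under those 4 and 197 with all 12 libraries in 1 fit, and in traditional libraries 330, 7665, 244 and 383. List calls fell to 0 with an estimated correlation and 1 with fry.

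With library totals, PANDORA-seq diet values turned to -0.13 for Glu-CTC 5′, -0.0689 for Gly-CCC/Gly-GCC 5′, -0.0101 for 28S and -0.0522 for 18S rRNA. Glu-CTC 5′ was -0.0131 with RLE and with DESeq2 at either p, -0.00810 at a mean count over 50 and -0.0268 with all 12 libraries. With miRNA reads as library size, miR-25-3p turned to 0.66, miR-92-3p to 0.80, miR-470-5p to 3.31, miR-200b-3p to 3.19, miR-200a-3p to 0.23, miR-148a-3p to 1.58, Gln-CTG internal to 3.39, Rny1 to 2.82 and GCGGGCGGGGCCGGGG to 0.28. Asp-GTC 3′ turned to -0.0361 without HCD PANDORA-seq replicates 1 and 2. In traditional libraries let-7f-5p turned to 0.0365, 0.23 and 0.0197 and 5.8S rRNA to 0.23 and 0.00469 with library totals, miRNA reads and (let-7f-5p) all 12 libraries. There miR-142-5p turned to 0.44 and 0.00459 with miRNA reads and all 12 libraries, Glu-CTC internal to -0.000683 at a mean count over 50 and miR-155-5p to 0.0777 with exact matches.

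With the replicate block across methods, passing origin classes were 0 and interaction features 2. Across diets, deviations of the same number correlated from -0.0123 to 0.248 and each library did best with its own number in 3 of 6 cases, so numbers were not taken to pair diets. That block gave 93 PANDORA-seq and 15 traditional sequences, and turned miR-142-5p to 0.0746 and Glu-CTC internal to -0.00257 in traditional libraries. The replicate block changed no other call among the results of the comparisons.

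Leaving out 1 library at a time, ranges were -0.95 to 0.21 for rsRNA between diets in traditional libraries, 2.82 to 5.27 for its interaction, -0.26 to 0.41 for 3′ nuclear between diets in traditional libraries and -0.34 to 0.65 for CCA mitochondrial between methods. Passing origin classes ranged from 0 to 6, study items from 2 to 11, PANDORA-seq diet features from 0 to 70 and interaction features from 0 to 63, the last 3 highest without HCD PANDORA-seq replicate 3. Diet differences of rsRNA length ranged from -0.200 to 0.317 nt in PANDORA-seq and -0.562 to 1.19 nt in traditional libraries, and miRNA length between methods from -0.0384 to 0.0321 nt. In PANDORA-seq, Glu-CTC 5′ ranged from -0.36 to 0.88 and mt-His-GTG internal from -0.28 to 0.88. In traditional libraries, ranges were -0.41 to 0.62 for miR-142-5p, -1.52 to 0.13 for miR-155-5p, -0.31 to 0.13 for let-7f-5p, -0.23 to 0.34 for Glu-CTC internal, -0.0750 to 0.81 for Rny3 and -0.59 to 0.45 for 5.8S rRNA.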

Other observations

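The test of the first base of unannotated reads was chosen before its result was seen, and the comparisons of RNA classes given here carry no test. Several less abundant classes differed in mean level between the methods. Mitochondrial tsRNA made up 0.884% ± 0.514 of reads in LCD traditional and 1.70% ± 0.406 in HCD traditional libraries, against 0.0388% ± 0.00817 and 0.0515% ± 0.0129 in LCD and HCD PANDORA-seq libraries (SD, n = 3 each). Fragments of mitochondrial rRNA made up 0.580% ± 0.240 and 0.915% ± 0.292 with the traditional method and 0.0819% ± 0.0131 and 0.106% ± 0.0304 with PANDORA-seq. Y RNAs, partners of the Ro protein, made up 0.0471% ± 0.0137 and 0.0450% ± 0.0185 with the traditional method and 0.0117% ± 0.00262 and 0.00725% ± 0.000646 with PANDORA-seq in LCD and HCD. The other small non-coding RNAs, which include 7SL, made up 0.316% ± 0.164 and 0.181% ± 0.0251 against 1.42% ± 0.253 and 1.07% ± 0.277. Fragments matching messenger RNA without mismatch made up 2.35% ± 1.19 and 1.33% ± 0.0681 of traditional reads and 3.13% ± 0.527 and 3.13% ± 0.378 of PANDORA-seq reads. In LCD the methods overlapped for this class, at 1.58% to 3.71% of traditional and 2.69% to 3.72% of PANDORA-seq reads. As shares of all reads, these values move with the rsRNA share.

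Muscle miRNAs, led by miR-1a-3p, made up 38.2% ± 9.67 of miRNA reads in LCD traditional, 41.6% ± 9.40 in LCD PANDORA-seq, 16.7% ± 13.7 in HCD traditional and 22.6% ± 25.3 in HCD PANDORA-seq libraries (SD, n = 3 each). Within HCD PANDORA-seq the share was 5.74% (95% Wilson interval 5.04% to 6.53%), 10.3% (9.72% to 10.8%) and 51.7% (51.3% to 52.0%) in replicates 1, 2 and 3. In HCD traditional libraries of the same numbers it was 5.09%, 13.2% and 31.9%. The erythroid miR-486-3p, chosen here after its values were seen, stood at 3.78 ± 1.33 RPM in LCD PANDORA-seq libraries and had no reads in the HCD PANDORA-seq libraries.

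Unannotated reads of 26 to 31 nt, the length of piRNAs, which guard the germ line genome and mostly begin with U, made up 3.85% to 10.4% of all reads in the 6 traditional libraries and 1.22% to 1.98% in the PANDORA-seq libraries. Of these, 47.6% to 72.2% began with T in traditional libraries, against 25.9% to 37.2% of unannotated reads of other lengths. piRNA-like sequences are a candidate source, but the lowest share of 47.6% lay between the bounds of 60% for and 40% against, so the test left it open. In PANDORA-seq libraries 30.6% to 53.1% of reads of this length began with T, against 31.3% to 53.3% of unannotated reads of other lengths. The share was lower at 26 to 31 nt than at other lengths in each of these libraries.

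By DESeq2 with a mean count over 10 and a fold change over 2, 996 tsRNA and rsRNA sequences differed between diets in PANDORA-seq libraries at an adjusted p under 0.05, and 5223 at an unadjusted p under 0.05. Against the count quoted from the study above, for which its methods and its description of the changed sequences name different kinds of p, the count at the unadjusted p is higher, and the count at the adjusted p is much nearer.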
